# Sex-Biased Gene Expression during Head Development in a Sexually Dimorphic Stalk-Eyed Fly

**DOI:** 10.1371/journal.pone.0059826

**Published:** 2013-03-19

**Authors:** Gerald S. Wilkinson, Philip M. Johns, Jackie D. Metheny, Richard H. Baker

## Abstract

Stalk-eyed flies (family Diopsidae) are a model system for studying sexual selection due to the elongated and sexually dimorphic eye-stalks found in many species. These flies are of additional interest because their X chromosome is derived largely from an autosomal arm in other flies. To identify candidate genes required for development of dimorphic eyestalks and investigate how sex-biased expression arose on the novel X, we compared gene expression between males and females using oligonucleotide microarrays and RNA from developing eyestalk tissue or adult heads in the dimorphic diopsid, *Teleopsis dalmanni.* Microarray analysis revealed sex-biased expression for 26% of 3,748 genes expressed in eye-antennal imaginal discs and concordant sex-biased expression for 86 genes in adult heads. Overall, 415 female-biased and 482 male-biased genes were associated with dimorphic eyestalk development but not differential expression in the adult head. Functional analysis revealed that male-biased genes are disproportionately associated with growth and mitochondrial function while female-biased genes are associated with cell differentiation and patterning or are novel transcripts. With regard to chromosomal effects, dosage compensation occurs by elevated expression of X-linked genes in males. Genes with female-biased expression were more common on the X and less common on autosomes than expected, while male-biased genes exhibited no chromosomal pattern. Rates of protein evolution were lower for female-biased genes but higher for genes that moved on or off the novel X chromosome. These findings cannot be due to meiotic sex chromosome inactivation or by constraints associated with dosage compensation. Instead, they could be consistent with sexual conflict in which female-biased genes on the novel X act primarily to reduce eyespan in females while other genes increase eyespan in both sexes. Additional information on sex-biased gene expression in other tissues and related sexually monomorphic species could confirm this interpretation.

## Introduction

The evolution of sexual dimorphism requires differential selection such that a trait advantageous in one sex is deleterious in the opposite sex [1]. When trait expression has a genetic basis, development of sexual dimorphism also requires differential gene expression between the sexes at some point during development. This can arise either by sex-biased expression or by genes relocating to a sex chromosome or both. How such sex-biased expression evolves depends on how gene expression influences traits and fitness in each sex and may be complex. Early population genetic models predicted that recessive alleles that benefit heterogametic males but are detrimental to homogametic females should increase when rare more easily on the X due to male hemizygosity [2], [3]. In addition, selection for female-beneficial alleles should be stronger for X-linked than autosomal genes because genes on the X chromosome are exposed to selection in males half as often as in females, assuming an equal sex ratio. These predictions change, however, if dominance varies [4] or is context dependent [5]. Furthermore, sexual selection is expected to operate on sex-linked loci differently than on autosomal loci [5], [6]. In particular, genes that affect expression of a sexually selected trait in males are generally expected to increase in frequency more rapidly when on an autosome or on the Y than on the X [6], although X chromosome segregation distortion can lead to the opposite prediction [7].

While agreement on the roles of the sex chromosomes underlying the evolution of sexual dimorphism has yet to be reached [8], consistent patterns of sex-biased expression have been reported. Multiple studies in *Drosophila* have reported that much of the genome exhibits sex-biased expression [9]–[12] with the amount depending on the method of analysis [13]. One of the most common findings is that the X chromosome contains fewer male-biased genes and more female-biased genes than expected based on chromosome content [13]–[16]. This pattern appears to have been driven primarily by gene duplication and chromosomal movement [16], although in *D. pseudoobscura* many ancestral autosomal male-biased genes have switched to become female-biased on the neo-X chromosomal arm [13]. Male-biased genes are also less common on the X than expected in mice [17], mosquitos [18] and flour beetles [19]. However, these patterns are not universal [20], [21] and sometimes differ by tissue [12]. For example, more male-biased genes are expressed in mice heads [11], [22], *Drosophila* heads [11], [22], and *Drosophila* accessory glands [13] than expected on the X.

Three hypotheses have been proposed to explain why the X may contain fewer male-biased and more female-biased genes than expected. First, sexually antagonistic selection should operate against the accumulation of male-beneficial genes on the X because selection on them is stronger in females. This hypothesis predicts that genes that move from the X to an autosome or Y should enhance male fitness and genes that move from an autosome to the X should enhance female fitness. Such gene movements can resolve sexual conflict via gene duplication and change in gene expression [23]. Microarray studies have revealed that the X in *Drosophila* contains genes with sexually antagonistic effects but sex-biased expression does not necessarily covary with sex-specific fitness and pleiotropy may limit the extent to which conflict can be resolved [24]. Second, dosage compensation may constrain the degree to which genes on the X can exhibit male-biased expression if gene dosage is achieved by hyper-expression of hemizygous males, as in *Drosophila* [25]. This hypothesis predicts that male-biased genes on the X are more likely the result of a reduction in female expression than an elevation of male expression, especially among highly expressed genes. Third, expression of X-linked genes during postmeiotic spermatogenesis may be inhibited due to transcriptional silencing [26]–[29]. This phenomenon, known as meiotic sex chromosome inactivation (MSCI), predicts that genes expressed in testes should relocate from the X to an autosome, a pattern that has been documented for flies [30], [31] and mammals [17], [32], [33].

These hypotheses are not mutually exclusive and their relative importance remains to be determined [12]. However, for several reasons MSCI is unlikely to provide a complete explanation for the biased chromosomal distribution of sex-biased genes. First, a reduction in male-biased genes on the X has been reported for genes that are expressed primarily in somatic tissue [10], [15], a pattern that should not be influenced by X-chromosome silencing in the germline. Second, excessive retrotransposition of testes-biased genes has also been found across different autosomes [34] indicating that chromosomal redistribution is not limited to movement off of the X. Finally, two recent studies in *Drosophila* have questioned the existence of MSCI [35], [36] suggesting instead that reduced levels of X-linked gene expression results from the absence of germline dosage compensation throughout spermatogenesis.

Further insight into the causes of sex-biased expression patterns requires information from additional species, especially those with extremely sexually dimorphic traits. Stalk-eyed flies in the family Diopsidae have become an iconic system for studying sexual selection and provide a particularly useful system for addressing this topic. Many species exhibit dramatic sexual dimorphism in head shape [37] with the outer-most distance between the eyes (eyespan) being two or more times the body length of males in some species. Sexual dimorphism in eyespan has evolved multiple times within the family [38] and is heritable [39], [40]. Sexual selection operates on male eyespan before mating in sexually dimorphic species by male-male competition [41] and female choice [42]–[44]. Sexual selection also operates after mating because both males and females are promiscuous [43], females store sperm from multiple males [45], [46], and male eyespan is associated with fertility [47], [48]. In addition, several species in the genus *Teleopsis* are polymorphic for X chromosome drive in which male carriers produce mostly female offspring [49], [50]. In *T. dalmanni* X drive is associated with reduced eyespan due to linkage [51] and as a consequence influences sexual selection [7].

Comparative genomic hybridization (CGH) [52] has revealed that the X in *Teleopsis* is derived from Muller element B (chromosome arm 2L in *D. melanogaster*). In addition, comparison of gene assignments to chromosomes in four species of *Teleopsis (T. dalmanni, T. quinqueguttata, T. thaii,* and *T. whitei)* indicates that some genes have moved onto or off of the X since these species diverged from a common ancestor with *Drosophila* approximately 70 MYA, and from each other [52]. Surprisingly, the majority of movement onto the X within *Teleopsis* is concentrated on the branches leading to the eyespan dimorphic taxa, while all of the movement off the X occurs in the eyespan monomorphic species. The presence of a novel X and gene movement between chromosomes raises questions about how gene expression is regulated between the sexes and the influence of gene movement on the expression of genes involved in head shape development. When an X chromosome arises, dosage compensation sometimes, but not always [53], evolves to equalize gene expression across the sexes. For example, *Drosophila* species with a neo-X, i.e. an ancestral X fused with an autosomal arm, studied to date utilize mechanisms already in place on the ancestral X rather than a new dosage compensation mechanism [54], [55].

The primary aim of this study is to identify candidate genes that are involved in the development of sexually dimorphic head shape and differ in expression between males and females. To this end we use custom-designed oligonucleotide microarrays to detect sex-biased gene expression in developing eyestalk tissue, i.e. the eye-antennal imaginal discs and brains [56] from wandering third-instar larvae of the dimorphic species, *T. dalmanni*. To identify sex-biased gene expression that is not occurring in all tissues and may be limited to the eye-antennal disc, we also assess gene expression in adult heads of *T. dalmanni*. Finally, we compare gene expression during eyestalk development to differential expression between lines selected for longer or shorter eyestalks [56] to determine if any of the genes that influence sexual dimorphism also influence heritable differences in eyestalk length among male *T. dalmanni*. These comparisons should, therefore, reveal candidate genes necessary for the development of elongated eyestalks in male *T. dalmanni*.

Given that these flies carry a novel X [52], a secondary aim is to determine how gene expression is influenced by chromosome location. By comparing levels of expression for X-linked and autosomal genes in each sex we determine if sex-biased expression depends on chromosome type and the extent to which dosage compensation exists. If dosage compensation is complete, then genes on the X should exhibit equal expression in males and females and expression of genes on the X should be equal to expression of genes on autosomes in males [53]. If dosage compensation is absent, then expression of X-linked genes in females should be greater (up to a factor of 2) than in males and expression of autosomal genes should be greater than X-linked genes in males. Because gene movement on and off the X has occurred [52], we also assess the relationship between gene movement and sex-biased expression. Finally, to assess the extent to which sex-biased genes may have been under selection, we compare rates of protein evolution between sex-biased and unbiased genes.

## Materials and Methods

### Fly stocks

Adult and larval flies were reared in the lab from large outbred populations of *Teleopsis dalmanni* (synonymized with Cyrtodiopsis, [57]) that were originally collected near the village of Ulu Gombak in peninsular Malaysia in 1999. The stock population was maintained at 25°C at 70% humidity with a 12 h L:D cycle and fed pureed corn twice weekly. Larvae were reared in cups containing 25–50 ml of pureed corn and kept in an incubator at 25°C with a 12 h L:D cycle. Eclosed flies were kept in small jars until at least 3 weeks of age.

### Ethics statement

Flies were cultured in the lab under a permit from the USDA Animal and Plant Health Inspection Service. These studies do not involve endangered or protected species.

### Sample preparation

Histological [58] and fate mapping studies [59] on diopsid flies indicate that eye-stalks develop from eye-antennal imaginal discs which undergo rapid growth at the end of the larval stage. In addition, application of synthetic juvenile hormone (methoprene) to pre-pupal flies caused a significant shift in male eyespan to body length allometry in adult flies [60], indicating that eye-stalk development can be altered by hormone titers in wandering larvae. Therefore, we collected imaginal disc and brain tissue from wandering larvae just after gut purge. To recognize larvae without food in their digestive tract we reared larvae on food that had been dyed with green food color. Using this technique, gut-purged larvae have transparent, instead of green, digestive tracts. Such larvae develop pupal cases in less than 8 h, so this selection process minimizes variation in gene expression caused by development.

Under a dissecting scope with fiber-optic illumination larvae were bisected in phosphate buffered saline (PBS) and the anterior end inverted to expose the brain and eye discs. We removed the pharyngeal jaws, eye-antennal discs, optic lobes, and brain as a complete unit and then stored the tissue in RNA*later*® (Applied Biosystems/Ambion, Austin, TX) in individually labeled tubes for a day prior to storage at −20°C. We also inverted the posterior end, removed the digestive tract and fatty tissue, and transferred the cuticle and remaining tissue into a tube containing 130 µl of distilled water before storage at 4°C. DNA was subsequently extracted from each sample using 10% Chelex [61].

To determine the sex of each larva, we used the polymerase chain reaction (PCR) to amplify an X-linked and a Y-linked marker. The presence or absence of the Y-linked product indicated either male or female, respectively, while the presence of the X-linked product confirmed successful amplification of DNA. The X-linked marker amplified a region associated with the gene *bunched* [c.f. 40] while the Y-linked marker involved a gene region identified from the CGH experiment [52] using the following primers (forward: 5′ -GATTCCAACATGCCCAATTC-3′, reverse: 5′-CACCGGAGAAACAGTTTGGT-3′) to amplify a 264 bp product in males. In a test run, these primers successfully amplified product in 47 male samples but failed to do so in 48 female samples; thus, this is a reliable method for sexing larvae. Each multiplexed 10 µl PCR reaction contained 1 µl of template DNA, 0.5 µM each primer (forward primers were fluorescently labeled), 1 X PCR buffer, 2.5 mM MgCl_2_, 0.2 mM dNTPs, 0.5 units of Taq, and distilled water up to 10 µl. To amplify DNA, we used a thermocycler (MJ Research PTC-100) with the following cycling conditions: 95°C for 2 min; 33 cycles of 94°C for 30 seconds, 58°C for 30 seconds, and 72°C for 30 seconds; and a final 72°C for 7 min. PCR products were separated on an ABI 3730xl (Applied Biosystems, Foster City, CA), and allele sizes were recorded using GeneMapper® v4.0 (Applied Biosystems, Foster City, CA, USA).

Each larval RNA sample contained eye-antennal imaginal disc plus brain tissue from 20–25 individuals of the same sex. Total RNA was extracted using the SV Total RNA Isolation System (Promega) and stored at −80°C. Each adult head RNA sample contained head capsules from six virgin flies of the same sex between 1 and 3 weeks of age. Heads were ground with a pestle under liquid nitrogen and RNA was extracted using the mirVANA total RNA extraction kit (Ambion).

The quality of each sample was checked with an Agilent 2100 Bioanalyzer. Only high-quality RNA samples (260/230 and 260/280>1.8 and RNA integrity above 7) were selected for hybridization. A total of ten pairs of larval samples and 12 pairs of adult head samples were hybridized, but only 11 head sample arrays were used in the analyses due to poor hybridization on one array resulting in low expression estimates.

### Microarray hybridization

#### Slide construction

The microarray platform used in this study was designed to measure the expression of 3,748 unique genes (see Table S1) involved in the development of *Teleopsis dalmanni* heads. Oligonucleotide probes 60 bp in length were selected from contig sequences obtained from an EST library made from the eye-antennal imaginal discs of larval and pupal stage *T. dalmanni* [56]. This study generated over 33,000 ESTs that assembled into 11,545 contigs, of which 3,491 had significant homology to a gene in *Drosophila*. Five 60 bp probes were designed for each of these genes. We also included probes to 149 contigs that had open reading frames greater than 450 bp (labeled ORF-# in Table S1) and 108 contigs that had relatively high representation in the EST database (>4 cDNA clones, labeled X-# in Table S1). As a result, each array had 18,203 unique probes each printed twice at random locations on an Agilent 4×44K format slide. Using CGH [52], we previously identified chromosome location for 3,417 of these genes with 2,891 being on an autosome, 525 on the X chromosome, 1 on the Y chromosome and 331 unknown. We used expression data from the autosomal and X-linked genes to assess sex-biased expression and dosage compensation as described below.

#### Hybridization

We used T7 to amplify messenger RNA prior to labeling [62]. This procedure uses reverse transcription to make single-stranded cDNA and then DNA polymerization to make double-stranded (ds) cDNA, which is then amplified using a linear amplification procedure. Each male or female sample was labeled alternately with Cy3 or Cy5 dye and then a pair of biologically independent male and female samples was hybridized to an oligoarray using an Agilent rotator rack and oven. Following Agilent's protocol, hybridizations were mixed with equal amounts of labeled nucleic acid. The ratio of the amount of labeled dye to nucleic acid (pmol/ug) was adjusted so that the same amount of red and green signal was acquired in each channel. To maximize signal detection the Agilent default PMT (photo-multiplier tube) setting of 100% for both red and green channels was used. After hybridization slides were scanned at 5 µm resolution using an Agilent G2539A scanner in an ozone-scrubbed room. RNA spike-in controls were mixed with each pair of samples and co-hybridized to each array following the manufacturer's instructions. The spike-in controls were two sets of ten synthesized RNA mixtures derived from the Adenovirus E1A transcriptome with different concentrations in each set.

#### Data analysis

Agilent's Feature Extraction Software was used for array image analysis and the calculation of spot intensity measurements. Features with saturated or high pixel variation were removed from further analysis. Processed signal intensities were calculated using a spatial detrend value for background subtraction and a combination of linear and lowess normalization to correct for any differences due to dye within an array. The percentage of features saturated (intensities greater than 65,502) in either channel for any of the arrays was less than 0.16%.

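On the 21 arrays used here, at most 0.0192% of the spots on genes were saturated in either channel and at most 0.316% were uneven in signal. Leaving out such spots in either channel removed 0.0258% of the gene spots. Keeping the saturated spots did not change the numbers of sex-biased genes in either tissue.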

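The array files name probes by contig and not by gene. Sets of probes were therefore assigned to the 3748 rows of the authors' deposited table of gene values by equal values over the eye disc samples, and 3708 rows found a set within 0.01 on the log2 scale. For these rows the nearest other set was at least 0.043 away. The assigned genes had a median of 10 spots each, with 2 to 20 per gene. In the deposited table, most values of 28 of the 42 samples lay within that tolerance of the log2 of the mean processed signal over the spots in the sample's own file. Those of 12 adult head samples instead matched the median over spots of the array numbered one lower, and those of the 2 samples of adult head array 5 matched no file. For this reason gene values were computed again from the array files, as the mean over spots of the log2 processed signal.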

Processed signal intensity values were log_2_ transformed for each probe and then average intensity was calculated over probes for each gene. These methods produced replicable estimates of gene expression across tissues and species. To illustrate the consistency in expression estimates we calculated the average (± SD) correlation between log_2_ expression intensity across genes using different male or female samples. 

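Between the 20 larval samples, Pearson's correlation of log2 expression across the 3708 genes averaged 0.966 ± 0.0264 (SD, 190 pairs of samples), with a range of 0.862 to 0.998. Across genes, the 22 adult head samples gave 0.908 ± 0.0646 (SD, 231 pairs), with a range of 0.765 to 0.999. Head samples on one slide but different arrays averaged 0.977 ± 0.0186 (60 pairs), and those on different slides 0.877 ± 0.0528 (160 pairs). For larvae the corresponding means were 0.982 ± 0.0159 (36 pairs) and 0.961 ± 0.0268 (144 pairs). Genes are not independent replicates, so these values describe the samples and were not tested. The authors' deposited gene values gave 0.839 for adult heads, the largest change under any alternative.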

For the larval samples the cross array correlation was 0.964±0.027 (n = 190 pairs) and for the adult head samples it was 0.884±0.077(n = 231 pairs).

Sex-biased expression of genes was detected for each tissue comparison using two-class paired tests implemented with MeV v4.7 software [63] in which average male intensity was paired with average female intensity for each gene on an array. Significant sex-biased expression was assessed by permutation [64] such that either the False Discovery Rate (FDR) did not exceed 5% or the median number of genes estimated to be false did not exceed 5 [65]. The data in this publication are available at NCBI's Gene Expression Omnibus, accession number GSE37121 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE37121).

Functional analysis of over-represented Gene Ontology (GO) categories was conducted using GeneMerge [66]. Only GO categories that had a relatively unique set of sex-biased genes (greater than 25% of their genes) relative to all of the genes present in more significant categories are presented.

To determine if sex-biased gene expression is related to change in male eyespan we compared the direction (male, female or none) of sex-biased expression in *T. dalmanni* eye discs to differential expression between male flies selected for long or short eyespan over 60 generations from a previous study [56] using a contingency table test. In both studies gene expression was measured from the same source tissue, i.e. eye-antennal discs dissected from wandering larvae, using custom-designed Agilent 44K microarrays containing probes designed to assay many of the same genes. The two array platforms had 3,099 genes in common.

To determine if the distribution of sex-biased genes was independent of chromosome type we used contingency table tests to compare the proportion of genes that were either autosomal or X-linked, as determined by CGH chromosome assignments [52] for each tissue.

Gene movement was inferred to have occurred since the origin of the novel X in an ancestor to *T. dalmanni* by reference to gene location in *Drosophila melanogaster* and *Anopheles gambiae*. Because 90% of the annotated X-linked genes in *T. dalmanni* are found on chromosome arm 2L in *D. melanogaster* and 3R in *A. gambiae* [18], [52], we assume that genes on chromosome arm 2L in *D. melanogaster* were on an ancestral X chromosome and must have moved if they are now located on a *T. dalmanni* autosome. *De novo* assembly of RNA sequences from Illumina sequencing data obtained from testes and adult heads revealed that many gene movements involve a duplicate gene copy [67] as would be expected if movement is caused by retrotransposition. We then compared the pattern of sex-bias for genes inferred to have moved onto or off the novel X using contingency table tests and either the distribution of genes on the autosomes or on the X as the expectation.

The effects of gene movement and sex-bias on the relative rate of protein evolution were determined using ANOVA. The relative rate of protein evolution in the lineage leading to *T. dalmanni* for 2,599 genes on the array was estimated from maximum likelihood trees constructed from amino acid data (using a JTT substitution model with no invariant sites) for *A. gambiae*, three *Drosophila* species – *D. melanogaster, D. pseudoobscura* and *D. virilis* – and *T. dalmanni.* The index of protein evolution was calculated by dividing the length of the branch leading to *T. dalmanni* by the length of the entire tree [56].

We used JMP v5.0.1.2 [68] for all other statistical analyses.

## Results

### Sex-biased expression in larval and adult heads

Examination of hybridization patterns for eye-antennal imaginal disc and adult head tissue samples indicated that most of the 3,748 genes on the array were expressed in both tissues (cf. Figure 1). 

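Expression was measured in 2 tissues of the stalk-eyed fly *T. dalmanni* on 2-colour oligonucleotide arrays, each hybridised with RNA from a pool of males and RNA from a pool of females, with Cy3 on one sex and Cy5 on the other. There were 10 arrays of larval eye-antennal discs with brain, which gave 10 male and 10 female samples, and 11 arrays of adult head capsules, which gave 11 samples of each sex. The paper gives 20 to 25 larvae per pool and the sample labels give 25. Each adult pool held 6 flies aged 1 to 3 weeks. Males were in Cy5 on 5 of the 10 eye disc arrays and on 5 of the 11 head arrays. Eye disc arrays 1 to 4, 5 and 6, 7 and 8, and 9 and 10 lay on slides 1, 2, 3 and 4. Head arrays 1 to 4 lay on slide 5, 5 to 7 on slide 6 and 8 to 11 on slide 7, so that no slide held both tissues. Arrays are numbered here as the labels number the replicates.

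Each array had 36406 spots on genes, from 18203 probes. In the eye disc samples 87.1 to 96.5% of these spots were well above background (median 95.0%), and in the head samples 42.5 to 92.2% (median 82.4%). The 8 head samples of slide 7 had 42.5 to 48.8%, while those of slide 5 had 85.6 to 92.2% and those of slide 6 had 80.3 to 85.1%. The authors deposited the output of the image analysis software, in which the processed signal is an intensity after background subtraction and normalisation of the dyes within each array. Those signals were log2 transformed here and averaged over a gene's spots that were neither saturated nor uneven in either channel. Values were not scaled between arrays. The male and female values of an array were subtracted, and the log2 male/female ratios of a tissue's arrays were tested against 0 with limma, two-sided, at a false discovery rate of 5% after Benjamini-Hochberg adjustment over 3708 genes. The design was set before the data were examined.

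Gene names, chromosomes and the paper's calls were taken from the first 1999 of the 3748 rows of Table S1, of which 1977 had probes assigned. Genes in later rows are given by their row number in the authors' table. No overlap or enrichment test was run on these rows, since they may not represent the others. The sexes of eye disc array 7 were taken from the labels, but the ratios of Table S1 are the average over the 10 arrays only if the sexes of array 7 are exchanged (largest residual 0.00047 on the log2 scale). Results with that exchange are given as an alternative chosen after seeing the data.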

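Averaged over the samples of a tissue, 93.5% of the 3708 genes had a log2 value above 5 in eye discs and 90.9% in adult heads. Single samples ranged from 89.1 to 94.9% in eye discs and from 81.7 to 91.3% in adult heads. With normexp background correction and an offset of 50 in place of the processed signal, 100% of genes were above 5 in both tissues, since the offset by itself exceeds that value.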

The percent of genes that exhibited normalized log_2_ expression greater than five was 98.2% for eye discs and 94.7% for adult heads.

**Figure 1:**
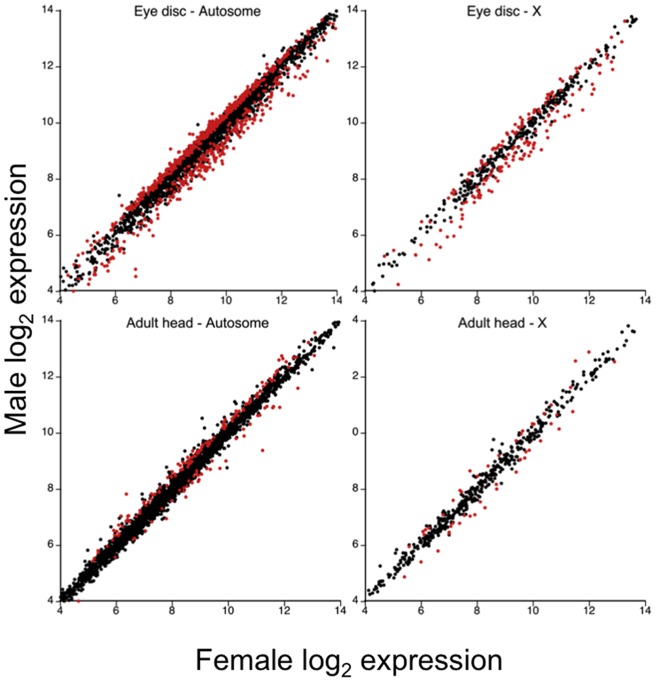
Male versus female log_2_ expression for autosomal and X-linked genes by tissue. Genes exhibiting significant sex-biased expression with FDR <0.05% are shown in red.

Analysis of average log_2_ gene expression intensity between the sexes revealed genes with sex-biased expression in larval and adult head tissue (Figure 1). Matched pairs comparisons for eye disc tissue revealed 985 genes that exhibited sex-biased expression with 446 female-biased and 539 male-biased (see Table S1 for gene names). In contrast, only 242 genes on the array exhibited sex-biased expression in adult heads. 

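In the deposited data with the sexes as labelled, 9 of 3708 genes were sex-biased over the 10 eye disc arrays (limma), 7 of them female-biased and 2 male-biased, and 199 genes had an unadjusted p under 0.05. In eye discs, ratios are ranked here among the sex-biased genes with one sign on every array. The gene in row 2714 had the most positive log2 male/female ratio, 1.03 ± 0.24 (SD, n = 10 arrays; adjusted p = 0.000162 from limma). It was higher in males on 10 of 10 arrays, with mean log2 values of 9.49 in males and 8.46 in females. The gene in row 2788 followed with 0.62 ± 0.27 (adjusted p = 0.0142), also on 10 of 10 arrays, although it lost significance when array 1, 2, 3, 5 or 9 was left out. The most negative ratio was that of the gene in row 2176, -0.93 ± 0.32 (adjusted p = 0.0014). Next were the X-linked gene CG3246 with -0.65 ± 0.18 (adjusted p = 0.0014) and the gene in row 2971 with -0.53 ± 0.18 (adjusted p = 0.00707). All 3 were higher in females on 10 of 10 arrays. With the sexes of array 7 exchanged, row 2176 and CG3246 no longer passed the threshold (ratios of -0.70 and -0.48).

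The number of calls depended on array 7. Its ratios correlated with those of the other eye disc arrays at -0.748 to 0.0582 across genes (median -0.45), while the others correlated among themselves at -0.202 to 0.826 (median 0.302). Without array 7, 62 genes were sex-biased, 40 female-biased and 22 male-biased, and without any other single array 4 to 9 genes were. With the sexes of array 7 exchanged, 65 genes were sex-biased, 43 female-biased and 22 male-biased. A permutation test of the kind named in the methods called 66 genes, 51 female-biased and 15 male-biased, with the sexes as labelled. These calls met its limit of 5 false genes (median 4.88) and not its false discovery rate of 5%. The largest number, 2650, came from that test with the exchange and with spots averaged as in the authors' table, both chosen after seeing the data. Of the genes with probes in the rows of Table S1 at hand, 169 of the 169 that the paper lists as female-biased had a mean ratio below 0 here. Of those it lists as male-biased, 359 of 360 had one above 0, and 1110 of 1448 listed as not biased had the sign of Table S1. Those calls were made on these same samples, so the shared signs are not independent evidence.

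**Figure D1:**
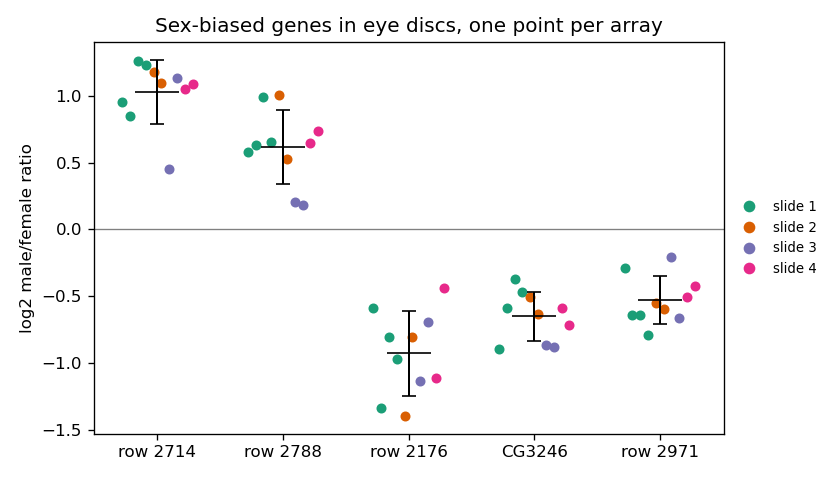
Log2 male/female ratio (vertical axis) of the 5 genes named above in eye discs, with one point per array coloured by slide, and the mean with its SD over the 10 arrays as bars. The ratios of row 2714 lie between 0.45 and 1.26 and those of row 2176 between -1.40 and -0.44, so no array crosses 0 for either gene.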

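Over the 11 adult head arrays, 22 of 3708 genes were sex-biased (limma), 11 in each direction, and 783 genes had an unadjusted p under 0.05. Among the sex-biased genes with one sign on every array, cueball and CG9336 had the most positive ratios. Cueball, which is autosomal, had 0.91 ± 0.51 (SD, n = 11 arrays; adjusted p = 0.00534 from limma). CG9336, which is X-linked, had 0.88 ± 0.40 (adjusted p = 0.00187). Both were higher in males on 11 of 11 arrays. After normexp and loess cueball fell to 0.27 and no longer passed. Among the sex-biased genes with one sign on every array, row 2176 had the most negative ratio, -0.95 ± 0.27 (adjusted p = 0.000103). It was higher in females on 11 of 11 arrays.

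The number of calls differed between slides. Fitted alone, the 4 arrays of slide 5 gave 0 genes by limma (723 at an unadjusted p under 0.05) and the 3 arrays of slide 6 gave 0 (177 unadjusted), while the 4 arrays of slide 7 gave 398 (996 unadjusted). Mean ratios on slides 7 and 5 correlated at 0.0422 across genes, and those on slides 6 and 5 at 0.178. With slide as a term in the model, 160 genes were sex-biased, 100 female-biased and 60 male-biased, while with slide as a random block 8 were. The permutation test moved the number most, to 316 genes, 117 female-biased and 199 male-biased. Leaving out one array at a time gave 10 to 39 genes, the highest without array 6. The female samples of arrays 1 and 3 correlated at 0.999 across genes, the highest value of any 2 samples of a tissue. Their deposited names give the same female sample number, although the labels list them as separate replicates. Leaving out array 3 gave 22 genes, 16 of them among the 22 above.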

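Of the 3708 genes classified by limma in both tissues, 1 was female-biased in both (0.0208 expected from the totals) and 1 was male-biased in both (0.00593 expected). A further 6 were female-biased and 1 was male-biased in eye discs alone, and 10 were female-biased and 10 male-biased in adult heads alone. The chi-square statistic of this table with 4 degrees of freedom was 213.6, with a two-sided permutation p of 0.0004 from 100000 resamples of the gene labels. With expected counts this small the statistic rests on 2 genes, and genes are not independent replicates. The calls of the permutation test on the same values gave 160.4, from 16 genes female-biased in both tissues (1.61 expected), 5 male-biased in both (0.805 expected) and 1 male-biased in eye discs and female-biased in adult heads (0.473 expected).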

Contingency table analysis indicated that sex-biased expression exhibited significant concordance among genes across tissues (Table 1, *X^2^* = 124.9, d.f.  = 4, P<0.0001). 

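The 2 genes with one bias in both tissues were those in rows 2788 and 2176. Row 2788 was higher in males, with log2 male/female ratios of 0.62 (standard error 0.091) in eye discs and 0.73 (standard error 0.078, adjusted p = 0.000198 from limma, 11 of 11 arrays) in adult heads. Row 2176 was higher in females, with standard errors of 0.10 in eye discs and 0.093 in adult heads. The difference in ratio between eye discs and adult heads was -0.11 for row 2788 and 0.020 for row 2176, neither past the threshold (adjusted p = 0.999 for both from limma). By limma 0 genes were biased in opposite directions with the sexes as labelled, while the permutation test called 21 genes with one bias and 1 with opposite biases. With the sexes of array 7 exchanged the numbers were 239 and 12 by the permutation test, and 4 and 0 by limma.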

A total of 86 genes displayed the same sex-biased expression pattern in both adult and larval tissue while only two genes showed a reversal in sex-biased expression. The two genes were CG10359 and CG13335, both of which were male-biased in larvae and female-biased in adults. Thus, taking the results from both tissue comparisons together, 897 genes showed sex-biased expression in developing eyestalks but not in adult heads.

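CG10359 and CG13335 are autosomal. In eye discs CG10359 had a log2 male/female ratio of 0.071 ± 0.27 (SD, n = 10 arrays; adjusted p = 0.798 from limma) and was higher in males on 9 of 10 arrays. The exception was array 7, with -0.65. In adult heads its ratio was -0.87 ± 0.88 (n = 11 arrays; adjusted p = 0.0843), and it was higher in females on 10 of 11 arrays. CG13335 had a ratio of 0.33 ± 1.19 in eye discs (adjusted p = 0.78), higher in males on 6 of 10 arrays, and of -1.71 ± 2.11 in adult heads (adjusted p = 0.107), higher in females on 8 of 11 arrays. Neither gene passed the threshold in either tissue, and the difference between tissues did not pass it (adjusted p = 0.538 for CG10359 and 0.777 for CG13335). In adult heads both passed with slide as a term in the model, at -0.82 and -1.61, and under the permutation test. In eye discs both passed only under the permutation test with the sexes of array 7 exchanged, at 0.20 and 0.80.

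**Figure D2:**
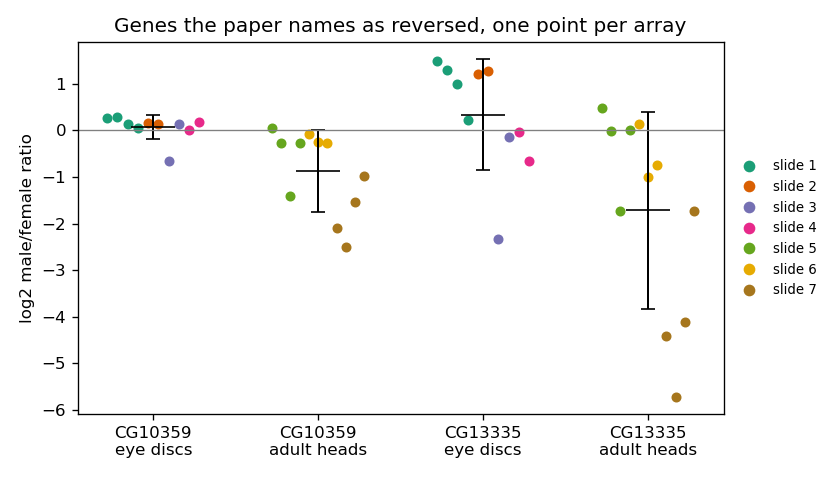
Log2 male/female ratio (vertical axis) of CG10359 and CG13335 in eye discs and adult heads, with one point per array coloured by slide, and the mean with its SD over the arrays of the tissue as bars. For CG13335 the adult head arrays range from -5.72 to 0.48 and the 3 lowest lie on slide 7, while the lowest eye disc value, -2.33, is that of array 7.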

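With the sexes as labelled, 7 genes were sex-biased in eye discs and not in adult heads (limma). A bias past the threshold in one tissue alone is not a difference between tissues, so the difference in log2 male/female ratio between the 10 eye disc and 11 adult head arrays was tested directly. It passed for 0 genes (limma), with a smallest adjusted p of 0.0741, for CG9336, while 159 genes had an unadjusted p under 0.05. No slide held both tissues, so differences between slides enter this comparison. With slide as a random block the difference also passed for 0 genes (limma), with 63 at an unadjusted p under 0.05, and with a slide term it passed for 4. The number biased in eye discs alone was 57 without array 7, 61 with its sexes exchanged and 44 by the permutation test. The difference itself passed for 1 gene without array 7 and for 1 gene with its sexes exchanged. It passed for 7 after normexp and loess, and for 24, the most of any alternative, with the leading component of the ratios as a covariate, which was chosen after seeing the data. The paper reasons from the separate calls in the 2 tissues, and states how many genes were called in larvae and not in adults.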

**Table 1:** Observed (and expected) number of sex-biased genes in larval and adult heads.

	Larval eye discs			
Adult heads	Female-bias	No bias	Male-bias	Total
Female-bias	31(9.3)	45(57.5)	2(11.2)	78
No bias	415(417.2)	2609(2584.6)	482(504.2)	3506
Male-bias	0(19.5)	109(120.9)	55(23.6)	164
Total	446	2763	539	3748

Among the sex-biased genes in larval heads, a total of 817 could be annotated, based on Blast hits, as homologous to a protein in *D. melanogaster*. Functional analysis of these genes indicated that, at this late larval stage, female eye disc development is distinguished more by differentiation and patterning while male eye disc development is focused more on growth (Table 2). 

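Table S2 lists the sex-biased genes that the paper assigned to each gene ontology category, so the lists were chosen on these samples and are not independent evidence. Through the rows of Table S1 at hand, 23 of the 73 transcription genes, 19 of the 88 anatomical structure development genes and 24 of the 87 cell communication genes could be followed. The median log2 male/female ratio of each list, averaged over arrays, was -0.32 ± 0.79 (SD, n = 10 arrays) for transcription, -0.34 ± 0.94 for anatomical structure development and -0.33 ± 0.89 for cell communication. Each gene of these lists had a mean ratio below 0. Carboxylic acid metabolism (26 of 37 genes) had a median of 0.20 ± 0.45, cofactor metabolism (10 of 26 genes) 0.15 ± 0.35 and lipid metabolism (21 of 33 genes) 0.16 ± 0.39. Each gene of these had a mean ratio above 0. The spread between arrays exceeded the medians, and array 7 had the opposite sign for every one of the 6 lists. Table S1 used the exchanged sexes of array 7, so lists chosen from its calls favour that sign. Adjusted over the list alone, 2 genes of cell communication and 2 of carboxylic acid metabolism passed (limma) and none of the other 4 lists did. Over all genes, 0 of the 104 genes followed in the lists of Table S2 passed, against 16 at an unadjusted p under 0.05. These results depended on array 7. Without it the medians of the 6 lists, in the order above, were -0.53, -0.56, -0.57, 0.32, 0.24 and 0.27, and 22, 19, 24, 26, 10 and 21 genes passed over the list alone (5, 1, 3, 3, 0 and 0 over all genes). With its sexes exchanged they were -0.62, -0.68, -0.70, 0.38, 0.28 and 0.32, and 22, 18, 24, 26, 10 and 21 genes passed over the list alone.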

Female-biased genes were significantly overrepresented for genes involved in transcription, anatomical development and cell communication, while male-biased genes were overrepresented for genes involved in metabolism. Consistent with these biological process categories, there was a distinct difference between the sexes in the predicted cellular location of sex-biased gene expression. 

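Of the 91 nuclear genes that Table S2 lists as female-biased, 23 could be followed. Their median ratio over the 10 eye disc arrays was -0.31 ± 0.69 (SD), and 23 of 23 had a mean ratio below 0. By limma 1 passed when adjusted over the list alone, and 5 had an unadjusted p under 0.05. Without array 7 the median was -0.48 ± 0.44, and 22 genes passed over the list alone. With the sexes of array 7 exchanged the median was -0.56 ± 0.48, with 22 genes passing when adjusted over the list alone and 4 over all genes.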

Gene ontology information indicated that female-biased expression is concentrated in the nucleus with 91 sex-biased genes falling into this category compared to only a single male-biased gene. In contrast, genes associated with mitochondrial function tend to exhibit male-bias with 51 genes in this category while none of the female-biased genes are known to influence the function of this organelle.

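For mitochondrial genes, 24 of the 51 listed by Table S2 could be followed, and 24 of 24 had a mean ratio above 0. Their median ratio was 0.17 ± 0.39 (SD, n = 10 arrays). By limma 0 passed when adjusted over the list alone, and 1 had an unadjusted p under 0.05. Without array 7 the median was 0.27 ± 0.24, and 24 genes passed over the list alone. With the sexes of array 7 exchanged the median was 0.31 ± 0.27, with 24 passing when adjusted over the list alone and 0 over all genes.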

**Table 2:** Over-represented gene ontology (GO) categories among sex-biased genes*.

GO term	Description	Sex-bias	#	Array freq	Bias freq	E-value
Biological Processes:						
GO:0006350	transcription	Female	73	0.103	0.202	2.29E–06
GO:0048856	anatomical structure development	Female	88	0.149	0.244	3.78E–04
GO:0007154	cell communication	Female	87	0.151	0.241	0.0015
GO:0019752	carboxylic acid metabolic process	Male	37	0.035	0.070	0.0157
GO:0051186	cofactor metabolic process	Male	26	0.022	0.049	0.0305
GO:0006629	lipid metabolic process	Male	33	0.031	0.062	0.0476
Cellular Component:						
GO:0005634	nucleus	Female	91	0.159	0.252	0.0001
GO:0005739	mitochondrion	Male	51	0.051	0.096	0.0006

# – number of sex-biased genes in that category.

Array freq – proportion of annotated genes on the array that fall into that category.

Bias freq – proportion of genes that are sex-biased that fall into that category.

* See Table S2 for gene names included in each category.

Of the remaining 80 genes that were sex-biased only in larval heads and could not be matched to any *D. melanogaster* protein, 76 were female-biased and only four were male-biased, a pattern that differed greatly from the annotated genes in which male-biased genes were more common (*X^2^* = 111.2, d.f.  = 1, P<0.0001). Unknown genes also exhibited more sex-biased expression (31.9%) than annotated genes (24.0%, *X^2^*  = 7.90, d.f.  = 1, P = 0.005). Thus, genes apparently unique to diopsids were more likely to be sex-biased and exhibit female-biased expression in the developing head.

The direction of sex-biased expression in developing eyestalks was strongly related to differential expression between male flies from lines selected for long or short eyespan (Table 3, *X^2^* = 33.9, d.f.  = 4, P<0.0001). In particular, genes that exhibited elevated expression in flies selected for short eyestalks were female-biased more often than expected (*X^2^* = 20.0, d.f.  = 1, P<0.0001) and male-biased less often than expected (*X^2^* = 7.5, d.f.  = 1, P<0.0001).

**Table 3:** Observed (and expected) number of genes exhibiting sex-bias and differential expression between selected lines.

Selected-line†	Female-bias	No bias	Male-bias	Total
Short eye-stalks (log_2_ H/L <0)	69(40.5)***	247(255.7)	32(51.8)***	348
None (log_2_ H/L = 0)	262(279.0)	1766(1759.7)	367(356.2)	2395
Long eye-stalks (log_2_ H/L >0)	30(41.4)	264(261.6)	62(52.6)	356
Total	361	2277	461	3748

† refers to lines of flies selected for long (H) or short (L) male eyestalks for 60 generations [56]. *** P<0.0001 for cell chi-square value.

### Dosage compensation

Comparison of female to male log_2_ gene expression on the X using matched pairs tests revealed that male expression is slightly, but significantly, lower than female expression for X-linked genes in larval tissue (t_524_ = 3.56, P<0.0004; mean (± SE) male expression  = 9.30±0.01, mean female expression  = 9.36±0.01) but not adult head tissue (t_524_ = −0.70, P = 0.485; mean male expression  = 8.23±0.01, mean female expression  = 8.22±0.01). 

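The rows of Table S1 at hand place 276 genes with values on the X and 1563 on the autosomes. In eye discs the X-linked genes had mean log2 values of 8.66 in males and 8.69 in females. Their male/female ratio per array was -0.030 ± 0.072 (SD, n = 10 arrays), lower in males on 8 of 10 arrays. The autosomal genes had a ratio of 0.031 ± 0.056, so that the X lay below the autosomes by -0.060 ± 0.026 and did so on 10 of 10 arrays. With the sexes of array 7 exchanged the X-linked ratio was 0.0031 ± 0.078. The X then still lay below the autosomes by -0.047 ± 0.048, on 9 of 10 arrays. In adult heads the X-linked genes had mean log2 values of 7.89 in both sexes and a ratio of 0.00058 ± 0.039 (n = 11 arrays). The X lay below the autosomes there by -0.026 ± 0.026 and did so on 9 of 11 arrays. The authors' deposited gene values gave 0.019 ± 0.032 and put the X below on 3 of 11. In most rows of those values, adult head arrays 6 to 11 hold the other sex of another array, and array 5 matches no file. Their sign therefore cannot decide on the direction in adult heads. These ratios were not tested, because only part of the X-linked genes of Table S1 was used.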

Comparison of log_2_ expression between X and autosomal genes in males revealed no difference for larval tissue (t_3414_ = 1.59, P = 0.113; mean autosomal expression  = 9.48±0.04, mean X expression  = 9.30±0.10) or adult heads (t_3414_ = 0.15, P = 0.88; mean autosomal expression  = 8.21±0.04, mean X expression  = 8.23±0.10). Thus, these results are largely consistent with widespread dosage compensation. 

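In males, the 1563 autosomal genes had a mean log2 value of 8.87 (standard error across genes 0.056) in eye discs. The mean of the 276 X-linked genes given above had a standard error of 0.14 and differed from it by -0.21. This difference was -0.15 with dim genes removed and -0.24 in the authors' deposited gene values. In adult heads the autosomal mean was 7.93 (standard error 0.053), and the X-linked mean (standard error 0.12) differed from it by -0.039, or by 0.0073 with dim genes removed. Genes are not independent replicates, and no test was run. The paper reasons from a slightly lower male than female mean on the X in larvae, no such difference in adult heads and no difference between the X and the autosomes in males, and concludes that the results largely fit widespread dosage compensation.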

As in *Drosophila*, the mechanism for dosage compensation appears to involve hyper-transcription of the X given that the average expression in males of X-linked genes did not differ from the average expression of autosomal genes.

To determine if the mechanism for dosage compensation in males might constrain sex-biased expression in *T. dalmanni* we compared average log_2_ expression intensity for males and females using direction of sex-bias in eye discs, type of chromosome, and expression rank (in which the list of genes was ranked by average expression and categorized into thirds) as factors in two analyses of variance. The results were similar for expression in males or females. Sex-bias direction (males: F_2,3398_ = 8.92, P = 0.0002; females: F_2,3398_ = 17.36, P<0.0001), expression rank (males: F_2,3398_ = 1308, P<0.0001; females: F_2,3398_ = 1305, P<0.0001), and their interaction (males: F_4,3398_ = 6.22, P<0.0001; females: F_4,3398_ = 5.26, P = 0.0003) were highly significant. But, neither chromosome type nor any interaction involving chromosome type was significant for either male or female expression. 

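Genes were ranked by their mean log2 expression in eye discs and divided into low, medium and high expression, with the direction of bias taken from the rows of Table S1 at hand, which was called on these same samples. In males, male-biased genes of low rank had a mean log2 value of 7.04 ± 0.11 (standard error across 132 genes) against 6.32 ± 0.079 for 516 unbiased genes, and those of medium rank 9.27 ± 0.042 (146 genes) against 9.15 ± 0.024 (501 genes). At high rank they were lower, at 11.11 ± 0.094 (82 genes) against 11.34 ± 0.052 (431 genes). In females, female-biased genes had 6.90 ± 0.15 at low rank (68 genes), 9.22 ± 0.068 at medium rank (64 genes) and 11.84 ± 0.22 at high rank (37 genes). The unbiased genes had 6.33 ± 0.079, 9.13 ± 0.024 and 11.30 ± 0.053 there. The standard errors are across genes, which are not independent replicates, and no test was run.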

Relative to unbiased genes, male-biased genes showed elevated expression in males when they have low or medium but not high expression intensity while female-biased genes exhibited elevated expression in females relative to unbiased genes at all levels of expression (Figure 2A). However, among highly expressed genes, expression of male-biased genes on the X did not differ from expression of male-biased genes on the autosomes (Figure 2B). These results are inconsistent with the hypothesis that male-biased expression is constrained on the X because dosage compensation in males is due to hyper-transcription [25]. 

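Among male-biased genes of high rank, the 12 on the X had a mean log2 value of 10.84 ± 0.19 (standard error across genes) in males and the 68 on the autosomes 11.16 ± 0.11. No test was run on these few X-linked genes. In females the same genes had 10.63 ± 0.18 on the X and 11.00 ± 0.11 on the autosomes.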

Levels of expression of sex-biased genes did vary by sex but not as a consequence of type of chromosome.

**Figure 2:**
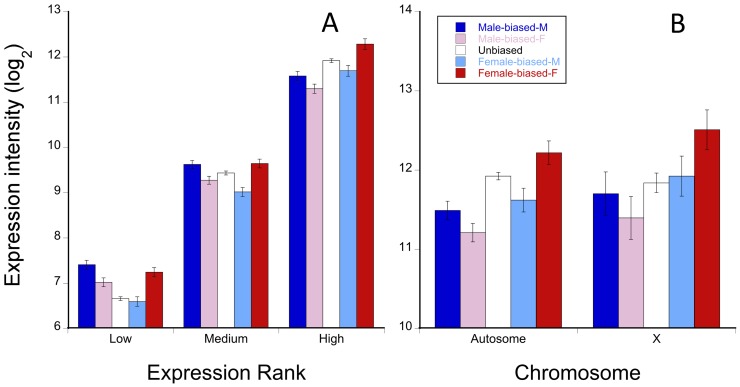
Average log_2_ gene expression by sex, sex-bias and expression rank. A) Mean male (M) and female (F) log_2_ expression intensity (± SE) in larvae for sex-biased and unbiased genes subdivided into thirds by expression rank. B) High expression rank data shown in (A) divided by chromosome type.

### Chromosome location, movement, and sex-biased expression

The relative frequency of sex-biased genes differed between the autosomes and the X chromosome consistently across tissues. In larval tissues a contingency table test indicated that the proportion of sex-biased genes differed depending on type of chromosome (*X^2^* = 46.4, d.f.  = 2, P<0.0001). Female-biased genes were more common on the X and less common on the autosomes than expected, whereas male-biased genes occurred on both types of chromosomes in proportion to chromosome gene content (Figure 3). Similarly, sex-biased genes were associated with chromosome type in adult heads (*X^2^* = 29.6, d.f.  = 2, P<0.0001) with female-biased genes more common on the X and less common on the autosomes than expected, and male-biased genes present in proportion to chromosome content. 

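Among the 276 X-linked and 1563 autosomal genes with values, 2 X-linked and 0 autosomal genes were female-biased in eye discs by limma, and 0 on either were male-biased. At an unadjusted p under 0.05, 26 X-linked and 16 autosomal genes were higher in females and 20 and 31 were higher in males. The permutation test called 16 X-linked and 2 autosomal genes as female-biased, and 7 and 2 as male-biased. Without array 7, limma gave 11 and 3 female-biased and 8 and 7 male-biased genes, on the X and the autosomes respectively. No test was run on these shares.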

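In adult heads 2 X-linked and 2 autosomal genes were female-biased by limma, and 1 X-linked and 6 autosomal genes were male-biased. The permutation test called 14 X-linked and 28 autosomal genes as female-biased, and 23 and 100 as male-biased. With slide as a term in the model, limma called 14 and 31 genes as female-biased and 9 and 29 as male-biased.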

Cross-classifying genes by the type of sex-biased expression in each tissue and comparing the resulting eight sex-biased categories against chromosome revealed a highly significant association (*X^2^* = 80.9, d.f.  = 7, P<0.0001). This result was due largely to genes with female-biased expression in both tissues being over-represented on the X (observed 17, expected 4.3, cell *X^2^* = 37.5, d.f.  = 1, P<0.0001) but under-represented on the autosomes (observed 11, expected 23.7, cell *X^2^* = 6.8, d.f.  = 1, P<0.01) and genes that were female-biased in larvae but unbiased in adults being over-represented on the X (observed 89, expected 55.9, cell *X^2^* = 19.5, d.f.  = 1, P<0.001). Genes with male-biased expression in one or both tissues occurred on each type of chromosome in proportion to their abundance.

**Figure 3:**
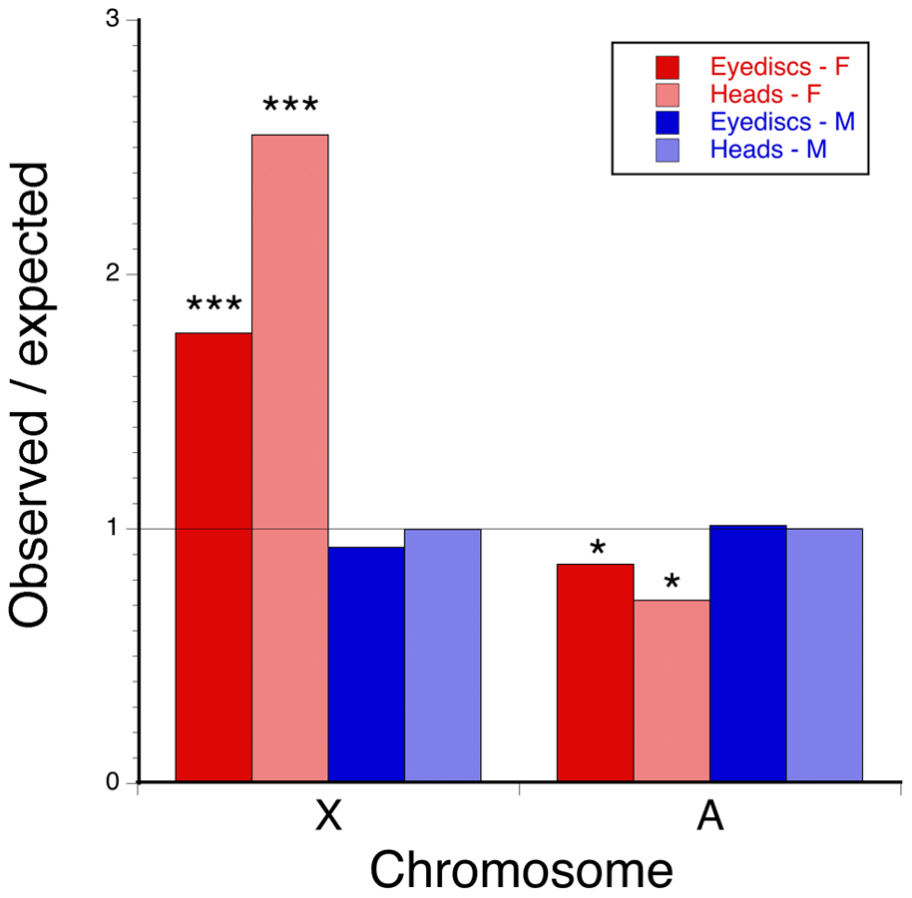
Observed/expected number of sex-biased genes by chromosome for eye disc or adult head tissue. F  =  female-biased, M  =  male-biased and line indicates no effect. * P<0.05, *** P<0.001.

To determine how gene movement influences gene expression we compared the proportions of sex-biased and unbiased genes that have either moved onto or off of the X relative to the sex-biased and unbiased proportions on the *T. dalmanni* X or autosomes using contingency table analyses. For these tests we scored a gene as male- or female-biased if it was differentially expressed in either tissue examined in this study. The two genes that had contrasting sex-biased expression patterns between tissues were excluded. The contingency table for autosomal genes was significant (*X^2^* = 6.6, d.f.  = 2, P = 0.036). Genes inferred to be on the ancestral X, i.e. chromosome arm 2L in *D. melanogaster*, but now autosomal in *T. dalmanni* (labeled as Onto A, Table 4) were less likely to be female-biased and more likely to be male-biased than expected when compared to other autosomal genes. In contrast, the contingency table for X-linked genes was not significant (*X^2^* = 3.3, d.f.  = 2, P = 0.189) indicating that genes that have moved from an ancestral autosome, i.e. not on chromosome arm 2L in *D. melanogaster* (labeled as Onto X, Table 4), now exhibit the same pattern of sex-biased expression as other X-linked genes. The distribution of sex-biased genes among the 135 genes that either moved onto or off of the X did not differ from the pattern exhibited by genes that have not moved (*X^2^* = 1.67, d.f.  = 2, P = 0.433).

**Table 4:** Observed and expected& number of annotated genes by sex-bias and inferred chromosome history.

		Chromosome history#			
Sex-bias†	A	Onto A	Onto X	X	Total
Male-bias	493 (500)	23 (16.1)	6 [7.9]	74 [72.1]	596
No bias	1905 (1904)	60 (61.5)	28 [30.9]	284 [281.1]	2277
Female-bias	266 (260.6)	3 (8.4)	15 [10.2]	88 [92.8]	372
Total	2664	86	49	446	3245

& Expected numbers are derived from contingency tables using either (autosomal) or [X-linked] gene totals.

† Sex-bias refers to expression in either eye disc or adult head tissue.

# Onto X and Onto A indicate genes inferred to have moved onto or off of the novel X based on synteny with chromosome arm 2L in *D. melanogaster.*

Sex-biased expression and chromosome movement were both associated with evolutionary change in protein sequences for annotated genes. A two-way analysis of variance on relative branch lengths using sex-bias direction and chromosome movement was highly significant (F_5, 2466_ = 11.94, P<0.0001) with both gene movement (F_3, 2484_ = 14.83, P<0.0001) and sex bias (F_2, 2484_ = 7.94, P = 0.0004) but not their interaction explaining significant amounts of variation. Genes that have moved between a sex chromosome and autosome exhibited a higher rate of protein evolution (Tukey HSD posthoc test, Figure 4). In addition, genes that showed female-biased expression in either tissue were evolving more slowly, i.e. have proportionally shorter branch lengths leading to *T. dalmanni* (Tukey HSD posthoc test). Genes with male-biased expression were evolving faster but did not differ significantly from genes that did not exhibit any sex bias in expression. Slower protein evolution for genes with female-biased expression also occurs in *Drosophila* [69].

**Figure 4:**
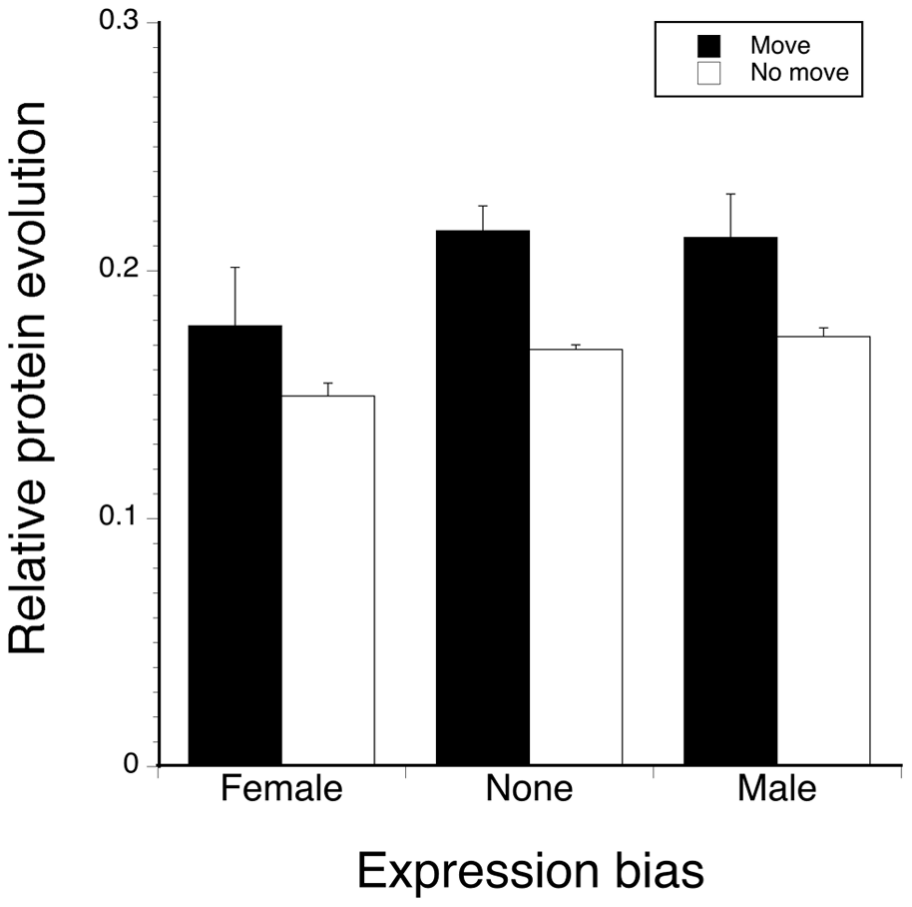
Rate of protein evolution for sex-biased genes by chromosome history. The average rate of protein evolution (± SE) was measured as the branch length leading to *T. dalmanni* expressed as a percent of the tree length obtained from a phylogenetic analysis including *A. gambiae* and three *Drosophila* species (cf. [52]).

## Discussion

The microarray results presented here provide a comprehensive catalogue of gene expression differences between the sexes in the larval tissue that develops into sexually dimorphic eyestalks. A considerable fraction (26%) of the genes examined exhibit sex-biased expression, with most of this differential expression specific to the eye-antennal discs as compared to the adult head. Notably, though, the magnitude of sex-bias is modest, with few genes exhibiting more than a two-fold difference in expression (cf. Figure 1). Despite widespread examination of sex-biased gene expression in *Drosophila* (e.g. [9]–[13]) few studies have compared male and female gene expression in developing somatic tissue for a trait that is sexually dimorphic in adults. In one study, Barmina et al. [70] examined gene expression in the pupal imaginal disc of the first leg, which contains sexually dimorphic bristle patterns, and the second leg, which is not sexually dimorphic. They found moderate levels of sex-biased gene expression (∼100 genes) in the dimorphic tissue and no sex-biased expression in the monomorphic leg [70]. Another study that focused on gene expression in several somatic larval tissues, found low levels of sex-biased gene expression associated with metamorphosis [71]. Thus, the results presented here suggest that the amount of sex-biased gene expression in the developing heads of *T. dalmanni* is equal to or greater than that measured at similar stages in *Drosophila*.

The abundant sex-biased expression in the eye-antennal discs of *T. dalmanni* is consistent with the late larval stage being a critical developmental period influencing morphological differences between the adult sexes. This inference is supported by the functional analysis of differential gene expression, which shows that expression in females is enriched for genes involved in patterning and differentiation while expression in males is dominated by genes involved in growth. Given the larger eyestalks in *T. dalmanni* males, increased expression of genes associated with growth in this tissue is not surprising. Eyestalks are of central importance to the breeding system in stalk-eyed flies as they influence a male's ability to gain access to females and may provide a signal that females can use to assess male quality [72]–[74]. In addition to eyestalk sexual dimorphism, substantial phenotypic and genetic variation exists for male eyespan. In this study, we found that the direction of sex-biased expression among genes is positively related to differential expression between male flies from lines selected for long or short eyespan [56] indicating that at least some of the genes responsible for sexual dimorphism also influence intraspecific variation in male eyestalk length.

As has been frequently found in *Drosophila* [11]–[13], [15], [16], X-linked genes show evidence of feminization in *T. dalmanni.* The stalk-eyed fly data differ, though, in that male-biased genes occur in proportion to chromosome content rather than below expectation on the X as in *Drosophila* [12], [15], [16]. Furthermore, because of the shared history between the *Teleopsis* X and *D. melanogaster* 2L, which has higher than expected numbers of male-biased genes in larval tissues [12], feminization of *T. dalmanni* X-linked genes must have occurred largely by a change in gene expression rather than by gene movement. The pattern of sex-biased expression among genes that have moved chromosomes is consistent with these chromosomal effects, i.e. female-biased expression is more common among genes that moved onto the X and less common among genes that have moved onto an autosome (cf. Table 4). Thus, either sex-biased expression has changed since movements occurred or sex-biased genes have moved preferentially. Gene expression measurements from additional species in which genes have moved more recently could reveal which of these possibilities occurs more often.

These results cannot be explained by meiotic sex chromosome inactivation (MSCI) because gametic tissues were not involved. Furthermore, expression of male-biased genes does not differ by type of chromosome – even among highly expressed genes – so constraints associated with dosage compensation [25] are also unlikely to explain why female-biased genes are more common on the X. Given that most sex-biased gene expression in eye-antennal imaginal discs appears to be related to the development of a sexually dimorphic trait, sexual conflict resolution remains as a potential explanation for the distribution of sex-biased genes.

Sexual conflict will occur if genes with beneficial effects in males have deleterious effects in females or vice versa. In an influential paper, Rice [3] pointed out that sexual dimorphism in a trait, such as eyespan, can evolve from a sexually monomorphic state either by males, but not females, developing long eyespan (pleiotropy mechanism) or by long eyespan first developing in both sexes followed by a decrease in female eyespan as a consequence of modifiers that limit expression to males (2-step modifier mechanism). In order to relate these population genetic predictions to measures of gene expression, sex-biased gene expression needs to influence the phenotypic expression of a dimorphic trait. The extent to which this assumption is true is unknown for most species. However, in stalk-eyed flies, we know that the genes measured in this study influence head development in general, and at least for some genes, the length of male eyestalks in particular (cf. Table 3). Because males with longer eyestalks are more successful at mating [43], [44], we can infer that expression of genes that increase eyespan will be favored in males. To the extent that long eyespan is also deleterious, perhaps through its effects on flight performance and predator avoidance [75], [76], it is plausible that expression of these genes could have deleterious phenotypic consequences in females. If sexually dimorphic eyestalks evolved via Rice's modifier mechanism, then expression of genes that decrease female eyespan, which would have beneficial phenotypic effects for females but not males, should be particularly abundant on the X. While Rice's 2-step model fails to consider context-dependent dominance or recombination [5], [6], this hypothetical scenario predicts an abundance of female-biased genes on the X chromosome such as we found.

Sexual conflict at genes with pleiotropic effects could be difficult to resolve [77], [78]. This study examined gene expression in only two tissues, so we have limited ability to determine if pleiotropic effects constrain change in gene expression in this species. Nevertheless, we were surprised that only two genes exhibited evidence of antagonistic expression between larval and adult head tissue whereas 86(of 985) genes exhibited concordant sex-biased expression in both tissues. Analysis of the transcriptome from a wider array of tissues across development would help reveal the extent to which additional genes that affect eyestalks exhibit pleiotropic effects. Gene duplication, in particular, may provide a powerful mechanism for resolving sexual conflict [23] and a recent analysis of RNA-seq data in *T. dalmanni* revealed that genes that have duplicated in stalk-eyed flies are more likely to exhibit sex-biased gene expression [67].

In addition to finding that genes with female-biased expression are more abundant on the X chromosome, genetic mapping studies have shown that the X chromosome and one of the autosomes carry genes with major effects on the length of male eyespan [51], [79], [80]. These results could be consistent with the modifier mechanism for the evolution of sexual dimorphism described above if autosomal genes cause an increase in eyespan in both sexes while X-linked genes act primarily to reduce eyespan in females. Whether some X-linked genes also are responsible for increases in male eyespan is less clear, although this could occur if X-linked transcription factors influenced expression of autosomal genes. Considerable allelic variation in transcription factors that contain amino-acid repeats has been detected and at least one X-linked variant has been associated with eyestalk length in *T. dalmanni* [40]. Additional studies on how allelic variation at candidate genes influences sex-biased expression are likely to provide insight into the nature of genetic change required to produce the extraordinary morphology displayed by these flies.

## Supporting Information

Table S1 **Summary of sex-biased expression values by gene.** Note: average normalized log_2_ intensity values, log_2_ ratios of male to female expression intensity, and type of sex-biased expression for eye discs and adult heads listed by gene name and chromosome location (X vs A) as inferred by CGH. Flybase ID (http://flybase.org/) refers to the gene identification number for the corresponding *Drosophila melanogaster* gene.
(XLS) Click here for additional data file.

Table S2 **Gene names associated with significant gene ontologies.** Note: annotation symbol and gene name associated with each over-represented gene ontology category listed in Table 2. Note: biological process genes and cellular compartment genes are listed on separate sheets.
(XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

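RNA from pools of male and female *T. dalmanni* was compared on 21 arrays, 10 with larval eye-antennal discs and brain and 11 with adult heads. The methods state that 12 head pairs were hybridised and 11 were used. The authors deposited, for each of the 42 samples, the output of the image analysis software, and the 2 samples of an array share identical files. In these files the processed signal is a linear intensity that the authors' software made by spatial detrending, background subtraction and linear and lowess normalisation of the dyes. A later software version was used for adult head arrays 5 to 11 than for the others. The authors also deposited a table of gene values, which are log2 values that they averaged over the spots of a gene. Their averages were tested against the files as described below.

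Probe sets were assigned to the 3748 rows of that table by equal values over the eye disc samples, within 0.01 on the log2 scale. The largest distance of an assigned row was 0.0048, and 40 rows stayed unassigned. Assigned rows held 35954 of the 36406 gene spots. Spots saturated or uneven in either channel were left out and 0 spots were population outliers. The log2 processed signals of the remaining spots were averaged by gene for 3708 genes. No other column of values per sample was used.

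The log2 male/female ratio of each array was fitted by tissue with limma 3.58.1 in R 4.3.3, with Benjamini-Hochberg adjustment at 0.05. This keeps the replicate block, since the 2 samples with one replicate number share an array. The methods state the same paired comparison. As a check of the pairing, the deviations of the 2 samples of an array from their group means correlated across genes at -0.45 to 0.916 (median 0.644) in eye discs and at 0.557 to 0.928 (median 0.865) in adult heads. Without the replicate block 3 genes were called in eye discs and 0 in adult heads by limma, with 50 and 46 genes at an unadjusted p under 0.05. The difference between tissues was fitted to the arrays of both. Python 3.11.15, numpy 2.4.6 and pandas 2.3.3 were used for the tables and matplotlib 3.10.9 for the figures.

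Alternatives for the values were to keep saturated spots, to remove population outliers, to take the median over probes and to use the authors' gene values. Another corrected background with normexp (offset 50) followed by loess. Alternatives for the fit were to omit the replicate block, to add a dye term or a slide term and to treat slide as a random block. Others were to remove dim genes and to leave out each array in turn. The last was a SAM-type paired permutation test (100 permutations). Its cut-off needed a false discovery rate of at most 5% or a median of at most 5 false genes. With the sexes as labelled, the 66 eye disc calls met only the second rule, with a median of 4.88 false genes. Removing dim genes kept 3615 genes in eye discs and 3435 in adult heads. A further 5 alternatives were chosen after seeing the data, and 4 of them exchange the sexes of eye disc array 7 as in Table S1.

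The genes named in the text followed a rule. It took, per tissue, the 3 genes with the most positive and the 3 with the most negative mean ratio among genes past the threshold and of one sign on every array, and the genes the paper names. It also took lists of sex determination, dosage compensation and yolk genes, of which none had a named row at hand. Rows 2004 and 2375 met the rule in adult heads and their values are not given here, to limit the number of unnamed genes. Only the first 1999 rows of Table S1 were at hand, so no overlap or enrichment test was run on its calls or lists. The selected lines, the movement of genes between chromosomes, the protein evolution data and the unannotated genes were not analysed here.

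The share of spots well above background, given with the samples, was lowest on slide 7 of the adult heads, with a median of 47.1%. The median SD of a gene's ratio between arrays was 0.38 in both tissues. Simulated ratios were drawn independently for each array with each gene's real SD, and 200 genes were changed by 0.5 on the log2 scale. On these the fit recovered 54.5% of the changed genes in eye discs (0.909% of calls on unchanged genes) and 73.0% in adult heads (3.95%). Without the replicate block the shares were 11.0% and 0%. The draws leave out the correlation of the real ratios between arrays, so these shares do not describe the fit on the real ratios.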

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

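The tests of eye disc array 7 below, and the splits with its sexes exchanged, were chosen only after its values were seen. The check behind this part asked whether 1 of 10 samples lay far from the other 9, in 26 groups of 10 values. It found 13 such values, where chance gives about 1 in 20 groups. The groups are not independent, since 12 of the 13 concern eye disc array 7. Most of the values are medians of lists from Tables S1 and S2, which rest on the exchanged sexes of array 7. Such lists favour an opposite sign of array 7 as labelled, so the chance rate does not apply to them.

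On array 7 the median log2 male/female ratio of the lists of Table S2 was 1.496 for transcription (other arrays -1.32 to -0.0055), 1.83 for cell communication (-1.42 to -0.065), 1.254 for nucleus (-1.16 to 0.0073), -0.87 for carboxylic acid metabolism (0.15 to 0.80), -0.63 for cofactor metabolism (0.013 to 0.68), -0.80 for lipid metabolism (0.11 to 0.71) and -0.73 for mitochondrion (0.037 to 0.72). The genes that Table S1 lists in eye discs as female-biased had a median of 1.46 on array 7 (others -1.26 to -0.040), those listed as male-biased -0.80 (others 0.067 to 0.74) and those listed as not biased -0.19 (others -0.010 to 0.18). The gene in row 2714 had 0.45 (others 0.85 to 1.26) and CG10359 had -0.65 (others 0.0062 to 0.28).

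The tables argue against 2 technical explanations. If the channels of array 7 were exchanged in its file, the spike-in controls would run against those of the other arrays, but their Cy5 minus Cy3 differences correlated with the mean of the others at 0.987 over 10 control sequences. Low signal or noise on array 7 would give correlations near 0, but the lowest correlation of its ratios with another eye disc array was -0.748 across genes.

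Exchange of the sexes of array 7 in the labels cannot be told apart from the labels as they stand. Of 10 genes with one sign on the 20 other arrays of both tissues, 4 kept it on array 7 as labelled. The genes disagreed by their weight on the leading component of the ratios of the other 9 eye disc arrays, since 4 of the 5 with weights under the median kept their sign and 0 of the 5 with higher weights did. The X minus autosomal ratio of array 7 lay 0.257 SD from the mean of the other eye disc arrays as labelled and 4.58 SD from it if exchanged. Of the 22 genes called in adult heads, 8 had their adult head sign on array 7, against 14 to 17 on the other eye disc arrays. Table S1 used the exchanged sexes.

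A difference between pools other than sex also stays open. The score of each sample on the leading component of those 9 arrays ranged over 0.851 among the female samples and over 0.581 among the male samples, and the largest difference between the 2 samples of an array was 0.639. The female range exceeds that difference and the male range does not, and these ranges span slides and include array 7, so they do not decide. The mean score of males minus females was 0.12 ± 0.35 (SD, 10 arrays, male higher on 7 of 10; exact sign-flip p = 0.266) as labelled and 0.24 ± 0.27 (male higher on 8 of 10; p = 0.00977) with the sexes of array 7 exchanged. That component was built from the male/female ratios of the other 9 arrays and oriented by them, which favours higher male scores there. It was not refitted under the sign flips, so neither p tests a difference between the sexes. What differed between pools (stage, dissection or hybridisation) was not tested, and the design names no biological condition other than sex and tissue.

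For other splits, the signs of the 10 eye disc ratios were drawn in 100 patterns, the real one included. As labelled 3 of 100 patterns gave as many genes as the real one. Chance was thus excluded at 5% only if the arrays are independent, which leaves out effects shared by a slide. The other 2 patterns both exchanged array 7, alone (65 genes) or with arrays 8 and 10 (661 genes). With its sexes exchanged as in Table S1, 1 of 100 patterns drawn did, the real one. The exchange is itself a sign pattern chosen after seeing the values, so this rank cannot decide on chance. The pattern that also exchanges arrays 8 and 10 was not among the patterns drawn and is the one with 661 genes above. The real pattern therefore does not give the highest number. Exchanging any other single eye disc array gave 0 genes by limma (57 to 284 at an unadjusted p under 0.05). With the leading component as a covariate, exchanging array 10 gave 24 genes and each of the others apart from array 7 gave 0 or 1.

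The male sample of eye disc array 8 had a mean correlation of 0.945 with the other eye disc samples across genes, against 0.961 to 0.977 for the other males. It correlated at 0.995 with the female sample of its own array and at 0.991 with the female sample of array 7, but at 0.947 with the male sample of array 7. The female sample of array 8 correlated with these 2 samples of array 7 at 0.992 and 0.946. This contrast is therefore not specific to the male sample of array 8. Arrays 7 and 8 share slide 3. No biological explanation was tested for the male sample of array 8.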

How the results depend on the processing

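The tests with the sexes of eye disc array 7 exchanged, the leading component as a covariate and the authors' spot averages combined with the exchange were chosen only after the results were seen. All other alternatives were set beforehand. The cause of each change was not tested unless stated.

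In eye discs, 9 genes were called (7 female-biased, 2 male-biased). The number was 18 after normexp and loess (12 and 6), 3 without the replicate block (2 and 1), 5 with a slide term (3 and 2), 3 with slide as a random block (2 and 1) and 66 under the SAM-type test (51 and 15). Leaving out one array gave 4 to 62 genes (3 to 40 female-biased, 1 to 22 male-biased), with 62 without array 7 and 4 to 9 without any other. Of the 9 genes called with all arrays, 9 were called without array 7 and 4 with its sexes exchanged.

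Of the alternatives chosen after seeing the data, the exchange gave 65 genes (43 and 22), the exchange with the SAM-type test 2627 (905 and 1722), the leading component as a covariate 69 (48 and 21), the authors' spot averages with the exchange and the SAM-type test 2650 (1043 and 1607), and the authors' gene values with the exchange and the SAM-type test at no more than 5 false genes 1009 (475 and 534). The SAM-type numbers vary with the random seed. Over 10 seeds they ranged from 61 to 75 as labelled, 2469 to 2733 with the exchange, 2529 to 2747 with the authors' averages and 852 to 1195 with the authors' gene values. With the exchange, the SAM-type test called 2627 genes where limma called 65, with 1711 at an unadjusted p under 0.05.

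In adult heads, 22 genes were called (11 and 11). The number was 11 with the median over probes (5 and 6), 6 after normexp and loess (2 and 4), 13 with the authors' gene values (6 and 7), 160 with a slide term (100 and 60), 8 with slide as a random block (3 and 5) and 316 under the SAM-type test (117 and 199; 269 to 404 over 10 seeds). Without the replicate block it was 0 by limma (0 and 0), with 46 at an unadjusted p under 0.05. Leaving out one array gave 10 to 39 genes (5 to 20 female-biased, 5 to 19 male-biased), with 39 without array 6. The leading component as a covariate gave 12 (7 and 5), the authors' spot averages with the SAM-type test 212 (55 and 157) and the authors' gene values with that test 173 (34 and 139). The slide term called 22 of the 22 genes.

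One bias in both tissues was called for 2 genes, for 0 without the replicate block (limma, 50 and 46 unadjusted in the tissues), 1 with slide as a random block, 21 under the SAM-type test and 1 to 5 leaving out one array. It was 4 with the exchange, 239 with the exchange and the SAM-type test, 162 with the authors' averages and 54 with the authors' gene values. Opposite bias was called for 0 genes by limma, and for 1 under the SAM-type test, 12 with the exchange and the SAM-type test, 7 with the authors' averages and 1 with the authors' gene values. Bias in eye discs alone was called for 7 genes, and for 16 after normexp and loess, 3 without the replicate block, 2 with a slide term, 2 with slide as a random block, 44 under the SAM-type test and 3 to 57 leaving out one array. It was 61 with the exchange, 2376 with the exchange and the SAM-type test, 66 with the leading component, 2481 with the authors' averages and 954 with the authors' gene values. The difference between tissues passed for 0 genes by limma (159 unadjusted), for 7 after normexp and loess, 1 with the authors' gene values, 1 with a dye term, 4 with a slide term, 0 to 3 leaving out one array, 1 with the exchange and 24 with the leading component.

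The share of genes above log2 5 was 100% in both tissues after normexp and loess, because the offset exceeds that value, and 95.9% in eye discs and 97.9% in adult heads with dim genes removed, because those are the genes below it. X minus autosomes in male eye discs was -0.15 after normexp and loess, -0.24 with the authors' gene values and -0.15 with dim genes removed. The mean correlation of adult head samples was 0.839 with the authors' gene values. The excess of male-biased over unbiased genes of low rank in males kept its direction and became smaller after normexp and loess and with dim genes removed. The other means, medians, percents and correlations moved by less than the spread between replicates, in 122 of 132 values under alternatives other than leaving out an array and in 224 of 224 under those.

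For genes named in the text, 184 of 189 values kept their side of the threshold when an array was left out, and 179 of 198 did under the other alternatives set beforehand. No ratio past the threshold changed its sign, but values that were not past it or not tested did. CG3246 in adult heads went from -0.13 to 0.34 with the authors' gene values. CG9336 in eye discs went from -0.10 to 0.010 without array 10, to 0.012 with the exchange and to 0.0041 or 0.0039 with the authors' averages or gene values and the exchange. The X-linked ratio went from -0.030 to 0.0031 in eye discs with the exchange, and in adult heads from 0.00058 to -0.0068 after normexp and loess and to between -0.0060 and 0.0051 leaving out one array. X minus autosomes in male adult heads went from -0.039 to 0.0073 with dim genes removed. The difference of the X and autosomal ratios in adult heads went from -0.026 to 0.019 with the authors' gene values. Most rows of those values hold the other sex on adult head arrays 6 to 11. Omitting the replicate block removed the calls of row 2788 in both tissues, of CG3246 and row 2971 in eye discs and of row 2176, cueball and CG9336 in adult heads, and changed no other call of a named gene. Counts on the X and the autosomes were within 1.5 times of those given in 54 of 84 values leaving out an array and 54 of 88 otherwise. Keeping saturated spots and removing population outliers changed no count. Annotated and unannotated genes, planned as an alternative, were not run, since names were at hand for part of the genes. Signal over background was lowest in the adult heads of slide 7, with 42.5 to 48.8% of spots well above background, and its effect on precision was not tested.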

Differences from the paper's values

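The alternatives with the sexes of eye disc array 7 exchanged and with the authors' spot averages were chosen only after the results were seen. Values below are with the sexes as labelled. All alternatives not so named were set before the data were examined. Counts are said not to differ where neither is more than 1.5 times the other.

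In eye discs the paper reports 985 sex-biased genes, 446 female-biased and 539 male-biased, against 9, 7 and 2 here. Each of these differed under all 21 alternatives set before the data were examined. They came within the range of the paper's values (1009, 475 and 534) with the authors' gene values, the exchanged sexes of array 7 and the SAM-type test at no more than 5 false genes, which was chosen after seeing the values.

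In adult heads the paper reports 242 sex-biased genes, 78 female-biased and 164 male-biased, against 22, 11 and 11 here. Of 22 alternatives set before the data were examined, the SAM-type test (316, 117 and 199) did not differ for any of the 3, the slide term (100) did not differ for the female-biased genes, and the others differed. The SAM-type total ranged from 269 to 404 over 10 random seeds, and the highest of these is more than 1.5 times the paper's. Of those chosen after seeing the values, the authors' spot averages with the SAM-type test (212, 55 and 157) did not differ for any of the 3. The authors' gene values with the SAM-type test (173 and 139) did not differ for the total and the male-biased genes. The total with the authors' gene values ranged from 127 to 205 over 10 random seeds, and the paper's is more than 1.5 times the lowest of these.

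For both tissues, the paper reports 86 genes with one bias, against 2 here, and 2 genes with opposite biases, against 0 here (limma; 199 and 783 genes at an unadjusted p under 0.05 in the tissues, and 1 gene with opposite biases by the SAM-type test). Both differed under all 32 alternatives set before the data were examined and all 5 chosen after. The paper reports 897 genes biased in eye discs and not in adult heads, against 7 here. This differed under all 32, and of those chosen after seeing the values the authors' gene values with the exchange and the SAM-type test gave 954. The paper's chi-square of 124.9 compares with 213.6 here. It did not differ under the SAM-type test (160.4), when eye disc array 1, 3, 5, 7, 9 or 10 or adult head array 6 was left out, or, chosen after seeing the values, with the authors' spot averages, the exchange and the SAM-type test (139). It differed under the other 24 set before the data were examined and the other 4 chosen after. Without eye disc array 1, 3, 5 or 9, only 4 genes were called in eye discs and 1 had one bias in both tissues. A statistic near the paper's there does not mean a like table of calls.

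For CG3246 in adult heads Table S1 gives a log2 ratio of 0.34, against -0.13 here. Of 22 alternatives set before the data were examined only the authors' gene values did not differ, and of those chosen after seeing the values only the same values with the SAM-type test. For CG9336 in eye discs Table S1 gives 0.0039, against -0.10 here. Of 21 alternatives set before the data were examined only leaving out array 10 did not differ, and of those chosen after seeing the values the 4 with the sexes of array 7 exchanged did not.

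The paper states that CG10359 and CG13335 are biased to males in eye discs and to females in adult heads. Here the ratios had those directions (0.071 and 0.33 in eye discs, -0.87 and -1.71 in adult heads) and passed the threshold in neither tissue. Both were called in adult heads with a slide term and by the SAM-type test, and CG10359 also with the authors' spot averages and the SAM-type test, chosen after seeing the values. Both were called in eye discs under the 3 alternatives with the exchange and the SAM-type test, chosen after seeing the values. The methods describe the mean of log2 values over spots, while most rows of the authors' table hold the log2 of the mean in 28 columns and of the median in 12.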

Other observations

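The tests of slide 7, of the columns of the authors' table and of the splits with array 7 exchanged were chosen only after the results were seen.

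In the authors' table of gene values, the columns of adult head arrays 5 to 11 held rows of 2 kinds. In 234 of 3708 rows all 14 columns equalled the log2 median over spots of their own file. These included 28 of the 28 genes with probes that Table S1 lists as female-biased in adult heads, 112 of 113 listed as male-biased and 0 of 1836 listed as not biased. In most of the other 3474 rows the 12 columns of arrays 6 to 11 equalled the array numbered one lower, with the other sex in each of the 6 arrays. The 2 columns of array 5 matched no file. An ordering of 12 head arrays that included the poorly hybridised one is a candidate explanation. It requires low values in the unmatched columns, and the mean log2 of those rows was 6.51 in the female and 6.55 in the male, against 8.13 and 8.12 in the files of array 5. Of the genes listed as not biased in adult heads, 950 of 1836 had the sign of Table S1 here. No biological explanation was tested.

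The ratios of the 4 adult head arrays of slide 7 resembled each other and not those of other slides. Fitted alone, slide 7 gave 398 genes, of which 205 had the same sign on slide 5 and 238 on slide 6. The tables argue against 2 explanations. Against dye bias, the ratios correlated at 0.357 or more between arrays of opposite dyes, across genes. Against dim spots on slide 7, the correlation over 1421 genes well above background was 0.477 or more. The mean ratios of slides 7 and 5 correlated at 0.0422, but this is the pattern itself and no separate test of a sex difference present in every pool of adult heads. The spike-in controls of this slide were out of line. Their Cy5 minus Cy3 differences correlated with the mean of the other arrays at 0.768 to 0.898 on slide 7, against 0.980 or more on each other array. A technical difference of this slide other than these, and a difference between its pools, stay open, and the design names no condition that separates them.

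The paper calls more genes in eye discs than in adult heads. As labelled the order here was the opposite, 9 against 22, and with the sexes of array 7 exchanged it was 65 against 22. Lower precision in adult heads as the whole cause was argued against by the 1265 genes whose SD of the ratio in either tissue was at least 0.8 times that in the other, of which 28 were called in eye discs and 10 in adult heads with the exchange. As labelled the numbers were 1 and 9 of 1153 genes. Whether slide batches within the adult heads lower the number there stays open, since a slide term raised it from 22 to 160 and slide as a random block lowered it to 8. A slide term lowered the number with the exchange in eye discs from 65 to 18. No slide held both tissues, and a biological difference in the number of sex-biased genes was not tested.

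For the 22 genes called in adult heads, 1 of 100 sign patterns of the arrays gave as many, the real one, so chance was excluded at 5%. Dye bias was not tested in eye discs. Males were in Cy5 on 5 of 10 arrays, so a dye effect shared by the arrays cancels in the mean ratio, and the balance leaves a dye term little to change (8 of the 9 genes were called with one). In adult heads, with males in Cy5 on 5 of 11 arrays, 17 of 22 were.

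Other tissue in the samples could not be judged. Of the marker lists written before the test, 3 of 13 muscle genes (Actin 57B, Actin 87E and bent) and 2 of 10 neuron genes (beta amyloid protein precursor-like and Cysteine string protein) had a named row at hand, and 0 of 7 fat body, 0 of 5 blood, 0 of 10 sex determination, 0 of 7 dosage compensation and 0 of 3 yolk genes did. A list needed 80% of its genes for a test. In eye discs Actin 57B had a log2 male/female ratio of -0.010 (higher in males on 5 of 10 arrays), Actin 87E -0.077 (3 of 10) and bent -0.64 (5 of 10). The neuron genes had -0.085 (3 of 10) and 0.014 (4 of 10), but 1.71 and 1.21 on array 7, against -1.25 to 0.33 and -0.64 to 0.35 on the others. These 5 genes are too few to decide on muscle or fat body in male samples or a larger share of brain in female samples, which cannot be told apart from sex bias in eye discs, or on the share of brain in the pools of array 7. The dissected tissue includes brain, so neuron genes are present in it.

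The female samples of adult head arrays 1 and 3 correlated at 0.999 across genes, against 0.998 for the next highest pair in either tissue. The labels list them as separate biological replicates, but the deposited names give both the same female sample number. They may be one sample used on 2 arrays, in which case the 11 female samples are not all distinct. This was not tested further. The male sample of array 3 correlated at 0.994 with the female and at 0.993 with the male sample of array 4. With the female sample of its own array it correlated at 0.945. Without array 3, 22 genes were called, 16 of them among the 22 called with all arrays.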
